# Epigenetic Regulation of Vascular Smooth Muscle Cells by Histone H3 Lysine 9 Dimethylation Attenuates Target Gene-Induction by Inflammatory Signaling

**DOI:** 10.1161/ATVBAHA.119.312765

**Published:** 2019-08-22

**Authors:** Jennifer L. Harman, Lina Dobnikar, Joel Chappell, Benjamin G. Stokell, Amanda Dalby, Kirsty Foote, Alison Finigan, Paula Freire-Pritchett, Annabel L. Taylor, Matthew D. Worssam, Ralitsa R. Madsen, Elena Loche, Anna Uryga, Martin R. Bennett, Helle F. Jørgensen

**Keywords:** arteries, chromatin immunoprecipitation, cytokines, epigenetics, histone, inflammation

## Abstract

Vascular inflammation underlies cardiovascular disease. Vascular smooth muscle cells (VSMCs) upregulate selective genes, including MMPs (matrix metalloproteinases) and proinflammatory cytokines upon local inflammation, which directly contribute to vascular disease and adverse clinical outcome. Identification of factors controlling VSMC responses to inflammation is therefore of considerable therapeutic importance. Here, we determine the role of Histone H3 lysine 9 di-methylation (H3K9me2), a repressive epigenetic mark that is reduced in atherosclerotic lesions, in regulating the VSMC inflammatory response.

**Approach and Results:**

We used VSMC-lineage tracing to reveal reduced H3K9me2 levels in VSMCs of arteries after injury and in atherosclerotic lesions compared with control vessels. Intriguingly, chromatin immunoprecipitation showed H3K9me2 enrichment at a subset of inflammation-responsive gene promoters, including *MMP3*, *MMP9*, *MMP12*, and *IL6*, in mouse and human VSMCs. Inhibition of G9A/GLP (G9A-like protein), the primary enzymes responsible for H3K9me2, significantly potentiated inflammation-induced gene induction in vitro and in vivo without altering NFκB (nuclear factor kappa-light-chain-enhancer of activated B cell) and MAPK (mitogen-activated protein kinase) signaling. Rather, reduced G9A/GLP activity enhanced inflammation-induced binding of transcription factors NFκB-p65 and cJUN to H3K9me2 target gene promoters *MMP3* and *IL6*. Taken together, these results suggest that promoter-associated H3K9me2 directly attenuates the induction of target genes in response to inflammation in human VSMCs.

**Conclusions:**

This study implicates H3K9me2 in regulating the proinflammatory VSMC phenotype. Our findings suggest that reduced H3K9me2 in disease enhance binding of NFκB and AP-1 (activator protein-1) transcription factors at specific inflammation-responsive genes to augment proinflammatory stimuli in VSMC. Therefore, H3K9me2-regulation could be targeted clinically to limit expression of MMPs and IL6, which are induced in vascular disease.

## Abstract 2

Supplemental Digital Content is available in the text.

**Highlights**

- The repressive epigenetic mark Histone H3 Lysine 9 Dimethylation (H3K9me2) is reduced in vascular smooth muscle cells on inflammation in cardiovascular disease models.
- Loss of H3K9me2 in human and mouse vascular smooth muscle cells exacerbates inflammation-induced upregulation of disease-associated genes in vitro and in vivo, with functional consequences for matrix degradation and phenotypic switching.
- H3K9me2 inhibits binding of NFκB (nuclear factor kappa-light-chain-enhancer of activated B cell) and AP-1 (activator protein-1) transcription factors to their cognate sequences within MMP (matrix metalloproteinase) and cytokine gene promoters.

**See accompanying editorial on page 2199**

Vascular smooth muscle cell (VSMC) accumulation is a hallmark of cardiovascular disease (CVD), including atherosclerosis and vascular remodeling after injury. In response to proinflammatory stimuli, VSMCs downregulate contractile proteins and upregulate selective gene sets, including matrix metalloproteinases, and proinflammatory cytokines (eg, IL [interleukin]-6), which directly contribute to the progression of vascular disease.^1,2^ Inflammation-responsive gene expression is controlled by the NFκB (nuclear factor kappa-light-chain-enhancer of activated B cells) and AP-1 (activator protein 1) transcription factors, and dysregulation of NFκB and MAPK (mitogen-activated protein kinase)/AP-1 signaling is linked to the initiation and progression of vascular dysfunction.^3^ Indeed, directly reducing inflammation with Canakinumab, an IL1-β neutralizing antibody, significantly lowered cardiovascular events compared with placebo in patients^4^ although not in mice.^5^ Identification of mechanisms that regulate inflammation-associated changes in VSMC gene expression is therefore of considerable therapeutic importance.

MMPs (matrix metalloproteinases) comprise a family of proteases that degrade extracellular matrix components and mediate many structural changes associated with vascular disease.^6,7^ For example, animal atherosclerosis studies implicate MMP12 in plaque development and instability.^8,9^ MMP3 and MMP9 promote VSMC migration and neointima formation after carotid ligation in mice.^10^ In addition, increased MMP3, MMP9, and MMP12 activity is observed in vulnerable compared with stable human atherosclerotic lesions.^11–14^ The proinflammatory cytokine IL-6 also plays an important role in vascular disease progression. IL-6 attenuates VSMC contractility while promoting VSMC migration, proliferation, and vascular calcification.^15–17^ Furthermore, elevated serum IL-6 is associated with greater CVD risk.^18–20^

Gene expression is regulated by epigenetic pathways that modify histone proteins, resulting in either increased or reduced accessibility to the transcription machinery.^21^ Decreased levels of histone H3 lysine 9 di-methylation (H3K9me2) and histone H3 lysine 27 tri-methylation (H3K27me3) are observed in VSMCs derived from human atherosclerotic plaques compared with control arteries.^22^ However, how these mechanisms control inflammation-associated changes in VSMC gene expression are unclear. Interestingly, H3K9me2, a repressive mark associated with facultative heterochromatin^23^ and directly regulating the expression of inducible genes in other cells,^24–28^ affects the growth rate, migration, and contractility of pulmonary and airway smooth muscle cells.^29,30^ Yet, the functional importance and target genes of H3K9me2 in VSMCs remain largely unknown.

We demonstrate that global levels of H3K9me2 in VSMCs are reduced in atherosclerosis and in arteries undergoing injury-induced remodeling, concomitant with increased inflammation. H3K9me2 is deposited at a subset of inflammation-responsive VSMC genes, including *MMP3*, *MMP9*, *MMP12*, and *IL6*, which are strongly associated with CVD.^11–14^ Importantly, we show that H3K9me2 attenuates inflammation-associated upregulation of target genes by inhibiting NFκB/p65 and/or AP-1/cJUN transcription factor binding. These findings identify functional consequences of loss of H3K9me2 in vascular disease and suggest H3K9me2 as an important mechanism to prevent spurious induction of a proinflammatory state in VSMCs.

## Methods

### Disclosure Statement

The chromatin immunoprecipitation (ChIP)-seq data have been made publicly available at the Gene Expression Omnibus with the accession number GSE131212. All other supporting data are available within the article and in the online-only Data Supplement.

### Animal Experiments

All experiments were approved by the United Kingdom Home Office (PPL70/7565 and P452C9545) and the local ethics committee. Wild-type and Apolipoprotein E-null (*Apoe*^−/−^) mice on a C57Bl/6 background were purchased from Charles River. *Myh11-Cre*^*ERt2*^ (Y-linked),^31^ *Rosa26-Confetti*, *Rosa26-EYFP* (enhanced yellow fluorescent protein), and *Apoe*^−/−^ mice have been described previously.^31,32^ MYH11 is a marker of differentiated smooth muscle cells and the *Myh11-Cre*^*ERt2*^ transgene used here has been extensively tested for VSMC-specific expression in major arteries.^31,33–36^ Experimental animals (all males as the *Myh11-Cre*^*ERt2*^ transgene is Y-linked) received 10 intraperitoneal injections of 1 mg/mL tamoxifen between 4 and 8 weeks of age for lineage labeling. To inhibit G9A/GLP (G9A-like protein), lineage-labeled *Myh11-Cre*^*ERt2*^*/Rosa26-EYFP+* males were treated with A366 delivered by osmotic pumps (30 mg/kg per day in 98:2 PEG 400/polysorbate 80), or vehicle alone, and either analyzed directly or subjected to ligation of the left common carotid artery as described previously.^34^ Surgery and tissue processing are described in the Methods in the online-only Data Supplement.

### ChIP and Analysis

ChIP was performed as described in the Methods in the online-only Data Supplement. For genome-wide analysis, the DNA SMART ChIP-seq kit (Clontech, 634865) was used to generate Illumina-compatible sequencing libraries from 100 pg to 2 ng of DNA from 2 independent H3K9me2 ChIP experiments and associated input. Libraries were sequenced (Illumina NextSeq) using paired-end 75 bp reads. ChIP-seq reads were trimmed using Cutadapt v1.9,^37^ aligned to the mouse GRCm38 genome using Bowtie2 v2.2,^38^ and reads per gene promoter (within ±1 kb of the transcription start sites) quantified using SeqMonk v1.4 (http://www.bioinformatics.babraham.ac.uk/projects/seqmonk). Genes showing fewer than 20 read counts in the input samples were removed from further analysis and the ratio of H3K9me2/input signal was computed. 

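In the deposited table, the lowest number of input reads summed over both experiments was 21, while single input libraries went down to 2 reads in experiment v102 and 8 reads in experiment v134. The table thus holds promoters that passed the minimum of 20 on the summed input. With at least 20 reads in each input, 13993 of the 26354 promoters remained. In experiment v102, 12301 promoters had fewer than 20 input reads, compared with 1034 in experiment v134. The deposited ratio equalled summed ChIP reads divided by summed input reads at all 26354 promoters, with no scaling for library size. Its median was 0.162, and 523 promoters had 0 ChIP reads in both experiments.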

Of genes with H3K9me2/input ratios in the top 25th percentile, 63 genes were associated with arteriosclerosis according to the Cardiovascular Disease Portal^39^ (https://rgd.mcw.edu/rgdCuration/?module=portal&func=show&name=cardio).

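The 75th percentile of the deposited H3K9me2/input ratio was 0.343, and 6591 of the 26354 promoters lay at or above it. The 90th percentile was 0.648. Among the 13993 promoters with at least 20 reads in each input, the log2 H3K9me2/input ratios of the 2 experiments had a Spearman rho of 0.650 and a Pearson r of 0.661 across promoters, which are not independent replicates. Of the promoters in the top quartile of experiment v102, 67.1% were also in the top quartile of experiment v134, compared with 25% by chance. Restriction to the 41 promoters with at least 50 reads in each input, 26 of them mitochondrial, moved rho most, to 0.849. At the 4516 promoters with at least 10 ChIP reads in both experiments, the squared difference between the experiments was 1.10 times the variance from counting alone. This minimum leaves out promoters with many ChIP reads in a single experiment, which limits the difference. Over 25804 promoters, mitochondrial ones left out, the ChIP libraries differed with a chi-square per degree of freedom of 1.52. The 13993 promoters were tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05. Relative to input after TMM normalization, 2446 promoters had more and 1678 had fewer ChIP reads. With library totals in place of TMM normalization these numbers were 1972 and 2686, and with the experiment number as a block 2149 and 917. DESeq2 called 1695 and 26, but left the adjusted p undefined at 10580 of the 13993 promoters. With the minimum on the summed input, 4902 of 26354 promoters had more and 4484 had fewer ChIP reads. The median log2 fold change of these 26354 promoters was -0.354, so the 0 of the test lay above the median promoter. For that set the numbers of promoters with more and fewer ChIP reads were 4173 and 2187 with the experiment number as a block. They were 4303 and 5677 with library totals, and 3058 and 27 by DESeq2. DESeq2 can call only promoters with a defined adjusted p, so its numbers are not like counts. For the summed input, undefined values were not counted.

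**Figure D1:**
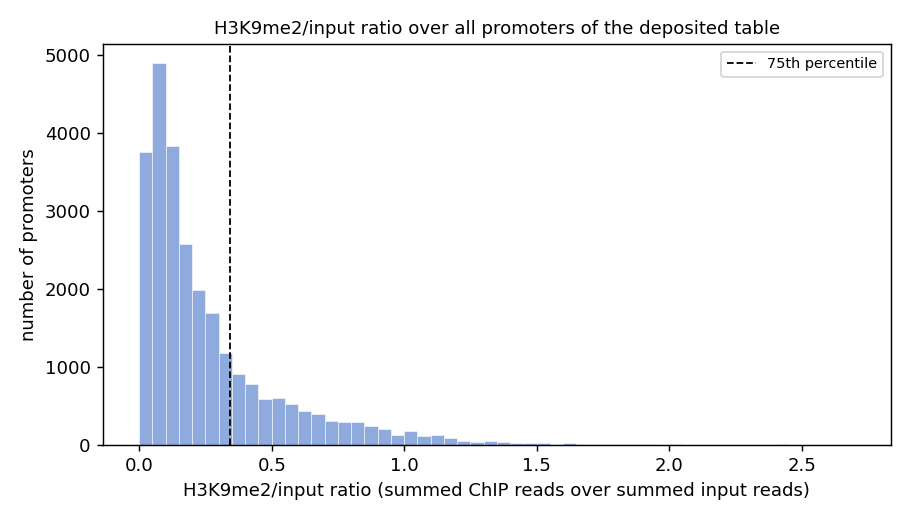
Number of promoters (vertical axis) by deposited H3K9me2/input ratio, summed ChIP reads over summed input reads (horizontal axis), for the 26354 promoters. The dashed line marks the 75th percentile, 0.343, and the ratios extend to 2.67.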

### VSMC Culture

Human aortic VSMCs (hVSMCs) were isolated as described^40^ from patients undergoing aortic valve replacement with ethics committee approval and used at passage 6 to 15. Primary mouse aortic VSMCs were derived from 8- to 12-week-old wild-type C57Bl/6 males and used at passage 4. VSMCs were treated with UNC0638 (UNC; 1 μM Tocris), small interfering RNA targeting G9A (sc-43777, Santa Cruz), control small interfering RNA (sc-37007, Santa Cruz), SP600125 (10 μM, Abcam), human recombinant IL-1α (2 ng/mL, Peprotech), and human recombinant TNF-α (tumor necrosis factor-α), 90 ng/mL, Peprotech as indicated and analyzed as described in the Methods in the online-only Data Supplement.

### Statistics

Data are shown as mean±SEM, unless otherwise indicated. The number of animals per group and number of biologically independent experiments are indicated in Figure legends (at least 3). Independent in vitro experiment were done using isolates derived from different individuals for hVSMCs and independent primary cultures for murine VSMCs. Data were analyzed using Mann-Whitney *U* test, Kruskal-Wallis 1-way ANOVA with Dunn test to compare specific sample pairs, 1-sided exact Wilcoxon rank-sum tests or a linear model (described in the online-only Data Supplement) with *P*<0.05 as the threshold for considering results to be statistically significant.

## Results

### H3K9me2 Is Reduced Within VSMCs in Atherosclerosis and Arterial Remodeling, Concomitant With Inflammation

VSMCs downregulate lineage markers in atherosclerosis and after injury, making specific quantification of H3K9me2 in VSMCs difficult. We therefore used genetic lineage tracing to definitively identify VSMCs by crossing *Myh11-Cre*^*ERt2+*^ mice^31^ with recombination reporter alleles (Rosa26-Confetti^32^ or Rosa26-EYFP^33^). Tamoxifen treatment of these animals induces VSMC-specific recombination and stable fluorescent protein expression in 70% to 95% of VSMCs in Confetti^34^ and 40% to 60% in EYFP reporter mice.^33,35^ Importantly, the fluorescent lineage reporters are stably expressed, independent of the expression status of the *Myh11-Cre*^*ERt2*^ transgene, in medial VSMCs and in VSMC-derived neo-intimal and plaque cells.^34^

We first crossed *Myh11-Cre*^*ERt2*^*/Rosa26-Confetti* mice with *Apoe*^−/−^ mice to assess H3K9me2 levels in atherosclerosis. Male mice received tamoxifen and were then fed an atherosclerosis-inducing high-fat diet (21% fat, 0.2% cholesterol) or a standard chow diet. Immunohistochemistry in carotid artery sections of animals after 3 to 4 months of high-fat diet revealed significantly lower H3K9me2 levels in Confetti^+^ cells within the media, core, and fibrous cap in atherosclerotic arteries compared with cells in control vessels (Figure 1A). Western blot analysis also indicated reduced H3K9me2 expression in aortas of mice fed a high-fat diet for 6 months compared with control aortas that had little or no visible plaque, and this was associated with increased levels of phosphorylated NFκB p65 (Figure 1B). This indicates that the previously reported reduced H3K9me2 levels in human atherosclerotic plaques compared with healthy controls^22^ is because of downregulation in VSMCs.

**Figure 1.**
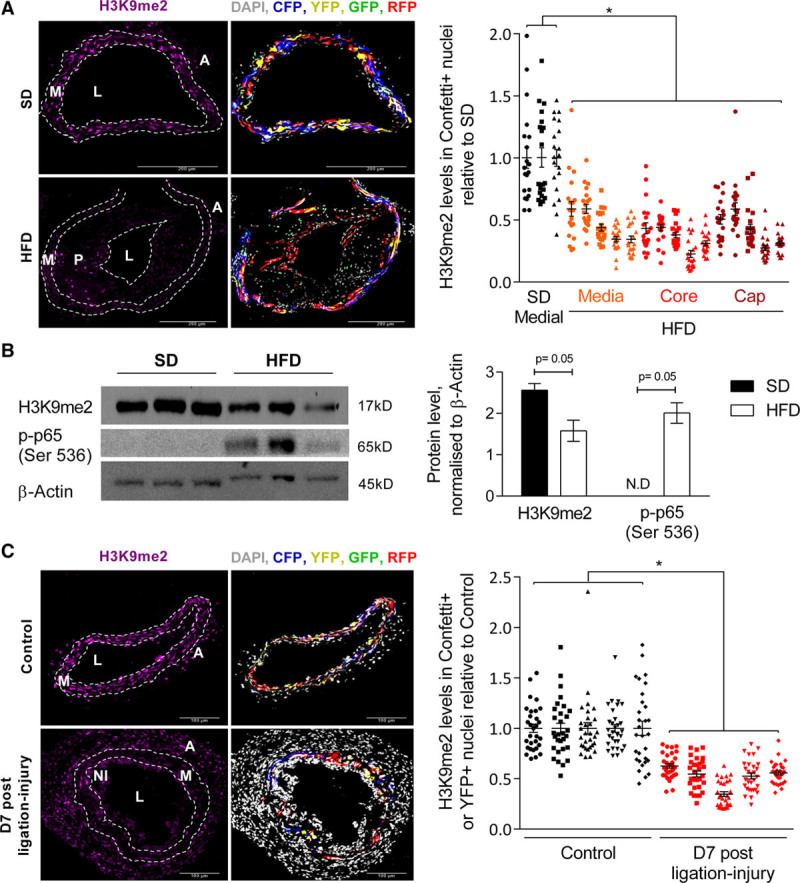
**Histone H3 lysine 9 dimethylation (H3K9me2) is reduced in vascular smooth muscle cells (VSMCs) in atherosclerosis and vascular remodeling.** **A**, Representative immunofluorescence images and quantification of H3K9me2 signal intensity in nuclei of Confetti^+^ cells within left common carotid arteries (LCCAs) from lineage-labeled *Myh11-Cre*^*ERt2+*^*/Rosa26-Confetti*^*+*^*/Apoe*^−/−^ males fed a standard (SD, n=3 animals) or high-fat diet (HFD, n=5 animals). H3K9me2 quantification is displayed separately for medial, plaque core, and cap VSMCs in HFD mice. **B**, Western blot and quantification of H3K9me2 and p-p65 (Ser 536) in aortic media from SD and HFD animals, normalized to β-Actin; n=3 animals per group. N.D., not detected. *P* were calculated as described in the online-only Data Supplement. **C**, Representative immunofluorescence images and quantification of H3K9me2 signal intensity in nuclei of Confetti^+^ cells within LCCAs from ligated (7 days post-ligation) relative to no surgery control *Myh11-Cre*^*ERt2+*^*/Rosa26-Confetti*^*+*^ mice. n=5 animals per group. **A** and **C**, Signals for H3K9me2 (magenta), Confetti reporter proteins (red, blue, yellow, green) and DAPI (4′,6-diamidino-2-phenylindole; white) are shown. The dot plots show H3K9me2 intensity in individual nuclei (of Confetti^+^ cells) relative to the average H3K9me2 signal intensity in control animals (SD in **A**, nonligated control samples in **C**) analyzed in the same batch (batches are indicated with symbols). Mean (line) and SEM (error bars) are indicated. *P<0.05 (linear model, see online-only Data Supplement). A indicates adventitia; L, lumen; M, media; NI, neointima; and P, plaque.

To assess whether H3K9me2 regulates early events in the VSMC inflammatory response, we performed ligation of the left common carotid artery, which elicits reproducible vessel remodeling concomitant with changes in VSMC gene expression, including induction of IL6 and MMPs.^41,42^ Immunostaining revealed significantly decreased H3K9me2 levels in lineage-labeled VSMC nuclei in ligated compared with nonligated control arteries at 5, 7, and 28 days post-ligation (Figure 1C and Figure I in the online-only Data Supplement), suggesting that H3K9me2 may regulate the inflammatory response of VSMCs.

### H3K9me2 Attenuates Inflammation-Induced MMP Gene Induction

The reduction of H3K9me2 in VSMCs concomitant with increased inflammation prompted us to examine local levels of H3K9me2 at promoters of arteriosclerosis-associated genes. 

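H3K9me2 at promoters was measured by ChIP-seq in the medial layer of aortas from male C57Bl/6J mice, taken directly from tissue without culture. There were 2 independent experiments, numbered v102 and v134, each with 1 H3K9me2 ChIP library and 1 input library, which is sheared chromatin sequenced without immunoprecipitation. The authors deposited 1 table of raw read counts within 1 kb either side of the transcription start site of each gene, together with the summed ChIP reads, the summed input reads and the H3K9me2/input ratio. The table lists 26354 promoters, each under a different gene symbol. Over these promoters the ChIP libraries hold 162233 reads in experiment v102 and 229605 in experiment v134, and the input libraries hold 619100 and 1084349 reads. These totals cover only the listed promoters and are not the number of reads sequenced. The median promoter had 4 and 5 ChIP reads and 20 and 37 input reads in experiments v102 and v134, so the ratio of a single promoter rests on few reads. In each experiment, the log2 H3K9me2/input ratio was computed here from ChIP and input reads, each divided by its library's total over the promoters, after adding a pseudocount of 1 read, and the values of the 2 experiments were averaged. Mitochondrial promoters held 14.3% and 7.5% of the input totals in experiments v102 and v134, but 0.20% and 0.17% of the ChIP totals. This raises the log2 ratios of all other promoters by a constant in each experiment, more in v102. Ranks among those promoters do not change, but the log2 ratios and their SDs include this shift. The read counts of the ChIP and input libraries were also compared by edgeR's quasi-likelihood test. A single ratio therefore carries counting error from both libraries, and reads that are copies of 1 fragment were not separable in the counts.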

Genome-wide mapping by ChIP-seq demonstrated that H3K9me2 levels at gene promoters correlated negatively with expression of the associated gene in ex vivo murine VSMCs (Figure II in the online-only Data Supplement), which is expected for a repressive epigenetic mark. 

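The Mmp3, Mmp9 and Mmp12 promoters had 15, 18 and 18 input reads in experiment v102, so they pass the minimum of 20 reads on the summed input but not in each input. They were therefore ranked among all 26354 promoters. Mmp3 (ENSMUSG00000043613.8) lies on chromosome 9 of GRCm38 from 7445822 to 7455975 on the plus strand, and the sequence from 50 bases upstream to 10 bases downstream of its annotated start is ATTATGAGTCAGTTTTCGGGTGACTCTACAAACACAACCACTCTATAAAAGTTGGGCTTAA. Its promoter had 10 ChIP reads in experiment v102 and 19 in experiment v134, against 15 and 39 input reads. The deposited ratio of Mmp3 was 0.537 (95% Wilson interval 0.343 to 0.840, counting error only), and its log2 ratio was 1.32 ± 0.11 (SD, n = 2). Mmp12 (ENSMUSG00000049723.14) lies on chromosome 9 from 7344381 to 7369499 on the plus strand. With 14 and 30 ChIP reads and 18 and 36 input reads, the ratio of Mmp12 was 0.815 (interval 0.549 to 1.21) and its log2 ratio was 1.79 ± 0.28 (SD, n = 2). Mmp9 (ENSMUSG00000017737.2) lies on chromosome 2 from 164940780 to 164955850 on the plus strand. With 10 and 16 ChIP reads and 18 and 47 input reads, the ratio of Mmp9 was 0.400 (interval 0.255 to 0.628) and its log2 ratio was 0.94 ± 0.28 (SD, n = 2).
By the mean log2 ratio, Mmp3 was at percentile 86.6, Mmp9 at 80.6 and Mmp12 at 93.4. Each of the 3 promoters was in the top quartile of both experiments, where Mmp9 came closest to the cut-off, at percentile 76.9 in experiment v134. The lower limit of the Mmp9 interval was below the 75th percentile of all ratios, so its place in the top quartile is within counting error of the boundary. At Mmp3 the lower limit, 0.34329, was barely above the 75th percentile, 0.34328, so Mmp3 lies at the edge of counting error. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 26354 promoters, the log2 fold change over input was 1.38 at Mmp3 (standard error 0.43, adjusted p = 0.00657), 1.95 at Mmp12 (standard error 0.39, adjusted p = 9.00e-06) and 0.96 at Mmp9 (standard error 0.43, adjusted p = 0.0628). DESeq2 gave an adjusted p of 0.0719 at Mmp3. Promoter GC content was 40.3% at Mmp3, 50.6% at Mmp9 and 40.4% at Mmp12, and after removal of the trend of the ratio with GC content, an alternative chosen after the data were seen, Mmp3 moved to percentile 72.8, outside the top quartile, while Mmp9 was at 90.2 and Mmp12 at 86.7. The ratio at Mmp9 was 0.491 times that at Mmp12 (Fisher's exact test on summed reads, two-sided, p = 0.0240, adjusted over 6 comparisons 0.0360), whereas the difference between Mmp3 and Mmp12 was not larger than counting error (same test, p = 0.224, adjusted 0.269). This test covers counting error only, takes reads as independent molecules and leaves out the variation between experiments. The paper takes genes in the top 25th percentile of the ratio as its set with high H3K9me2 and names the 3 promoters from it.

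**Figure D2:**
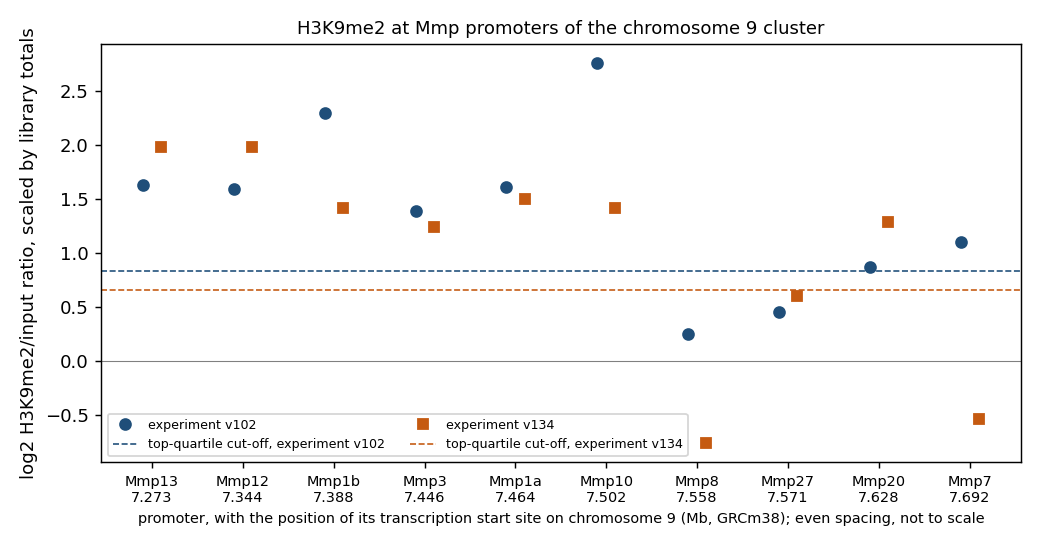
Log2 H3K9me2/input ratio, scaled by library totals (vertical axis), of the 10 Mmp promoters in the chromosome 9 cluster, in order of their transcription start sites (horizontal axis, evenly spaced). Circles show experiment v102 and squares experiment v134, dashed lines show each experiment's top-quartile cut-off, and 7 of the 10 promoters lie above it in both experiments.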

We found that among the genes with high H3K9me2 levels within ±1kb of their transcription start site were 63 genes listed as arteriosclerosis-associated on the Cardiovascular Disease Portal^39^ (Table I in the online-only Data Supplement), including several inflammation-responsive MMPs, such as *Mmp3*, *Mmp9*, and *Mmp12.* ChIP-qPCR using cultured primary murine VSMCs confirmed abundant H3K9me2 levels at *Mmp3*, *Mmp9*, and *Mmp12* as well as the positive control locus *Magea2* compared with the negative control, *Actb* (Figure 2A). Surprisingly, despite increased mRNA expression of *Mmp3*, *Mmp9*, and *Mmp12* after IL-1α treatment (Figure 2B), the levels of the repressive H3K9me2 modification at the *Mmp3*, *Mmp9*, and *Mmp12* promoters were not reduced after IL-1α treatment (Figure 2A). The continued presence of this repressive epigenetic mark at target genes suggests that their activation in response to inflammation could be obstructed.

**Figure 2.**
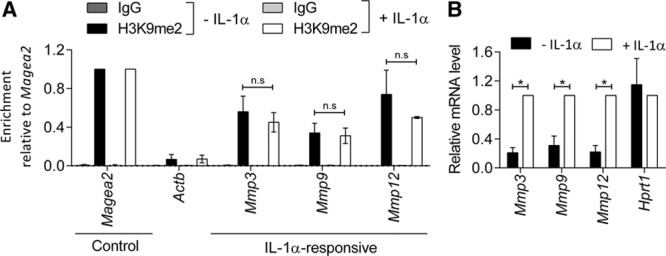
**Histone H3 Lysine 9 Dimethylation (H3K9me2) is enriched at a subset of IL (interleukin)-1α−responsive gene promoters.** **A**, Chromatin immunoprecipitation-qPCR analysis for H3K9me2 in untreated or IL-1α-treated murine vascular smooth muscle cells (mVSMCs; 6 h). H3K9me2 enrichment (relative to *Magea2*) at *Actb* (negative control) and the promoters of *Mmp3*, *Mmp9*, and *Mmp12*, compared with signal observed using negative control IgG (immunoglobulin). Graph show mean±SEM of 3 independent primary cultures. n.s., not significant (Kruskal-Wallis). **B**, RT-qPCR (reverse transcription with quantitative polymerase chain reaction) analysis of *Mmp3*, *Mmp9*, *Mmp12*, and *Hprt1* in control and IL-1α-treated mVSMCs. Expression (mean±SEM in 6 independent primary cultures) is shown relative to IL-1α-treated mVSMCs, normalized to housekeeping genes (*Hmbs and Hprt1*). *P<0.05 (2-tailed Mann-Whitney *U* test).

To directly test the importance of H3K9me2-marking at MMP gene promoters, we pretreated cultured murine VSMCs with UNC, an inhibitor of the main H3K9 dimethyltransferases G9A/GLP, before IL-1α stimulation. UNC treatment significantly reduced H3K9me2 levels globally and at target gene promoters (Figure 3A and 3B). UNC did not affect basal MMP gene expression, but significantly potentiated IL-1α-mediated upregulation of *Mmp3* (3.2-fold), *Mmp9* (1.7-fold), and *Mmp12* (7.1-fold) (Figure 3C). In contrast, neither IL-1α nor UNC treatment alone, or in combination, affected the expression of *Mmp2*, which is constitutively expressed by VSMCs.^7^ Importantly, UNC+IL-1α did not affect expression of *Il6* and *Ccl2* (Figure 3C), which showed no H3K9me2 enrichment (Figure 3B), demonstrating that the effect of UNC on MMP gene expression is not because of a general upregulation of the inflammatory response. This analysis suggests that H3K9me2 acts to specifically repress the induction of target genes in response to inflammatory signaling.

**Figure 3.**
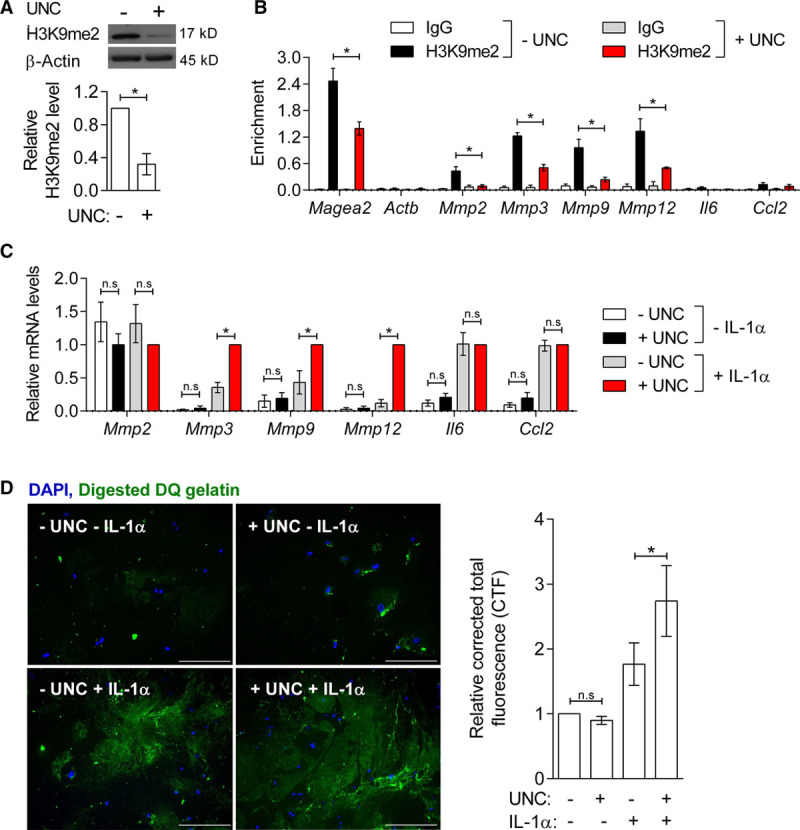
**Inhibition of G9A/GLP (G9A-like protein) reduces Histone H3 Lysine 9 Dimethylation (H3K9me2) at MMP (matrix metalloproteinase) gene promoters and potentiates their upregulation in response to IL-1α.** **A**, Representative western blot and quantification of H3K9me2 in UNC (UNC0638)-treated murine vascular smooth muscle cells (mVSMCs; 48 h) relative to controls (–UNC), normalized to β-actin. Graph shows mean±SEM of 4 independent primary cultures. *P<0.05 (Mann-Whitney *U* test). **B**, Chromatin immunoprecipitation-qPCR analysis in control and UNC-treated mVSMCs showing H3K9me2 enrichment (mean±SEM of 4 independent primary cultures) at control loci (*Magea2*, positive and *Actb*, negative) and the promoters of *Mmp2*, *Mmp3*, *Mmp9*, *Mmp12*, *Il6*, and *Ccl2* compared with negative control IgG. *P<0.05 (Kruskal-Wallis). **C**, RT-qPCR (reverse transcription with quantitative polymerase chain reaction) analysis of *Mmp2*, *Mmp3*, *Mmp9*, *Mmp12*, *Il6*, and *Ccl2* in control (white bars), UNC (black), IL-1α (gray), and IL-1α+UNC-treated (red) mVSMCs. Expression (mean±SEM of 4–5 independent primary cultures) is shown relative to cells treated with UNC+IL-1α (red bars) and normalized to housekeeping genes (*Hmbs* and *Ywhaz*). *P<0.05, n.s., not significant (Kruskal-Wallis). **D**, Representative images and quantification of dye-quenched (DQ)-gelatin digestion in control (top left), UNC (top right), IL-1α (lower left), and UNC+IL-1α-treated mVSMCs (lower right). Signals for digested DQ-gelatin (green) and DAPI (4′,6-diamidino-2-phenylindole)-stained nuclei (blue) are shown. Scale bars, 25 μm. Bar plot shows the corrected total fluorescence (CTF), relative to untreated cells (mean±SEM of 6 independent primary cultures). *P<0.05 (Kruskal-Wallis).

To assess whether MMP regulation by H3K9me2 could affect VSMC extracellular matrix remodeling, we examined whether G9A/GLP inhibition affects matrix degradation. We treated cultured murine VSMCs with IL-1α and UNC before incubating with dye-quenched gelatin, which is converted into fluorescent peptides upon digestion. Inhibition of G9A/GLP further increased IL-1α-induced gelatin digestion (1.6-fold) compared with VSMCs treated with IL-1α alone (Figure 3D), indicating that H3K9me2-regulation of MMP expression in VSMCs might affect vascular remodeling in disease.

### VSMC-Specific Upregulation of Inflammation-Responsive H3K9me2-Target Genes After Carotid Ligation Is Enhanced by G9A/GLP Inhibition

We next assessed the effect of reducing H3K9me2 in vivo on injury-induced MMP expression following carotid artery ligation (Figure 4A). VSMC-lineage-labeled animals (*Myh11-Cre*^*ERt2*^*/Rosa26-EYFP*) were administered A366, a G9A/GLP inhibitor that displays similar specificity and efficacy but improved pharmacokinetics compared with UNC0638^43, 44^. Two weeks of A366 treatment resulted in reproducible reduction of global H3K9me2 levels in VSMCs as revealed by immunostaining (45%, Figure 4B) and Western blotting (40%, Figure 4C), compared with vehicle-treated controls. Subsequent to A366 administration, the left common carotid artery was ligated and vessels were analyzed 7 days later (Figure 4A). We confirmed by ChIP that H3K9me2 levels were reduced at target gene promoters at the end of the protocol (Figure 4D). Interestingly, analysis of control animals revealed that H3K9me2 was also enriched at the *Il6* promoter in VSMCs within tissue (Figure 4D, green bars), contrasting with observations in cultured cells (Figure 3B).

**Figure 4.**
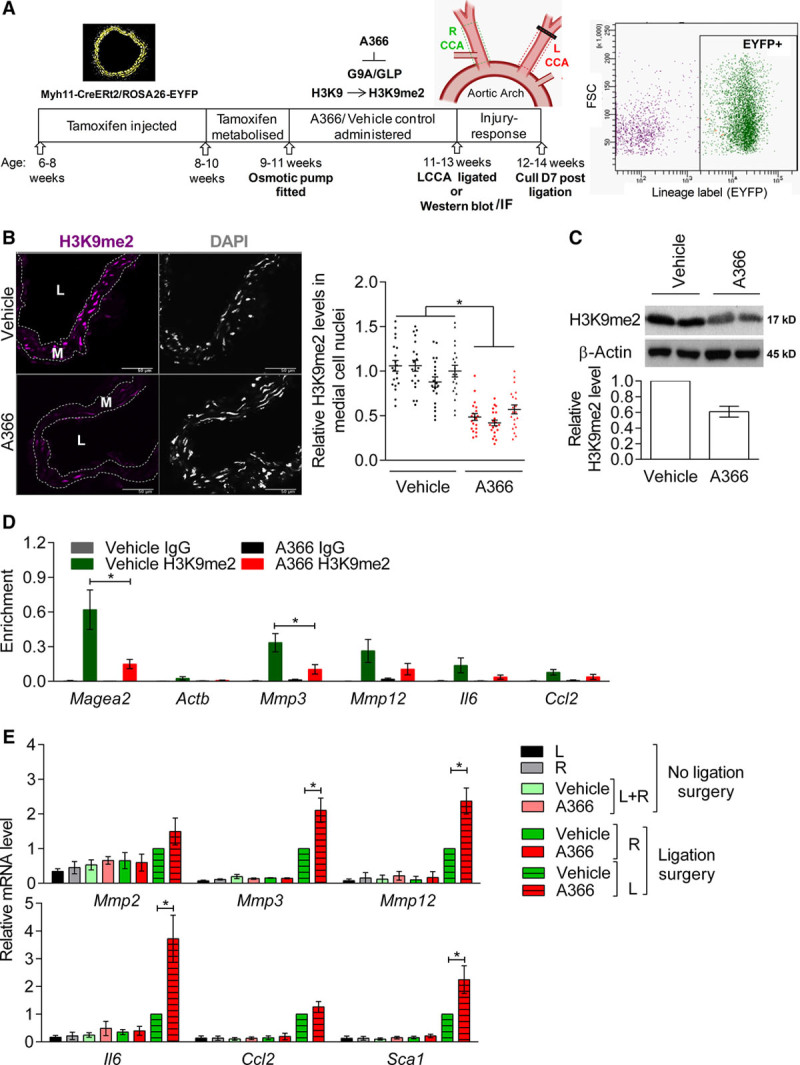
**Vascular smooth muscle cell (VSMC)-specific upregulation of histone H3 lysine 9 dimethylation (H3K9me2)-target genes after carotid ligation is enhanced by G9A/GLP (G9A-like protein) inhibition.** **A**, Schematic of experimental model. Lineage-labeled *Myh11-Cre*^*ERt2*^*/ROSA26-EYFP* (enhanced yellow fluorescent protein) mice were administered A366 (30 mg/kg per d) or vehicle control and subjected to ligation of the left common carotid artery (CCA). **B**, Representative immunofluorescence staining and quantification of H3K9me2 in left (L) CCA cryosections from mice administered vehicle control or A366 for 14 d. Signals for H3K9me2 (magenta) and DAPI (4′,6-diamidino-2-phenylindole; white) are shown. Scale bars, 50 μm. Dot plot shows H3K9me2 signal in individual medial cell nuclei, defined by their location between elastic lamina, relative to the average H3K9me2 signal in vehicle controls analyzed in the same batch (batches are indicated with symbols). Mean (line) and SEM (error bars) are indicated. n=4 animals for vehicle, n=3 animals for A366. *P<0.05 (linear model, see online-only Data Supplement). **C**, Representative western blot and quantification of H3K9me2 levels in aortic medial VSMCs of mice administered vehicle control or A366 for 14 days. Data (mean±SEM of 3 biological replicates) are shown relative to vehicle control, normalized to β-actin. **D**, Chromatin immunoprecipitation-qPCR analysis of the aortic medial layer (adventitial and endothelial cells removed) from mice 21 days after insertion of an osmotic pump delivering A366 or vehicle control. H3K9me2 enrichment at control loci (*Magea2*, positive and *Actb*, negative) and *Mmp3*, *Mmp12*, *Il6*, and *Ccl2* promoters is shown alongside negative control IgG. Mean±SEM of 5 to 6 biological replicates. *P<0.05 (Kruskal-Wallis). **E**, RT-qPCR (reverse transcription with quantitative polymerase chain reaction) analysis of *Mmp2*, *Mmp3*, *Mmp12*, *Il6, Ccl2*, and *Sca1 (Ly6a*) in EYFP^+^ carotid VSMCs isolated by flow cytometry 7 d after carotid ligation. *Mmp9* transcripts were not detected in any sample. Data (mean±SEM of 4 experiments) are shown relative to ligated LCCA from vehicle control (striped, green bars) and normalized to housekeeping genes (*Hprt1* and *Hmbs*). *P<0.05 (Kruskal-Wallis). L indicates left, and R, right CCA.

To assess the specific effect of H3K9me2 on injury-induced gene regulation in VSMCs, we performed reverse transcription with quantitative polymerase chain reaction on lineage-labeled, EYFP^+^ VSMCs isolated by flow cytometry from ligated and control carotid arteries 7 days after surgery. Compared with vehicle-treated control mice, injury-induced expression of *Mmp3*, *Mmp12*, and *Il6* was significantly increased in those treated with A366 (Figure 4E), correlating with reduced H3K9me2 at their promoters (Figure 4D). Interestingly, A366 also significantly increased expression of *Sca1/Ly6a*, a marker of phenotypically switched VSMCs,^35^ suggesting an increased VSMC response to injury compared with controls (Figure 4E). We confirmed that flow cytometry-purified VSMC cell populations did not express markers of adventitial fibroblasts (*Pdgfra*), endothelial cells (*Cd31*), or bone marrow-derived cells (*Cd45*), beyond background (Figure III in the online-only Data Supplement). Importantly, A366 did not affect expression of H3K9me2 target genes in uninjured vessels, the response of *Ccl2* to ligation-injury, or the reduction of contractile VSMC gene expression after ligation (Figure 4E; Figure III in the online-only Data Supplement). Together, these results suggest that H3K9me2 attenuates induction of inflammation-responsive H3K9me2 target genes in VSMCs in vivo and inhibits VSMC phenotypic switching to a more proinflammatory state.

### H3K9me2-Mediated Regulation of Inflammation-Associated VSMC Gene Expression Changes Is Conserved in Humans

ChIP analysis in primary hVSMC cultures revealed that enrichment of H3K9me2 at the *MMP3*, *MMP9*, and *MMP12* gene promoters compared with the active *ACTB* control locus with and without IL-1α treatment was conserved in human (Figure 5A; Figure IV in the online-only Data Supplement). Similar to murine tissue VSMCs, *IL6* was also a H3K9me2 target in hVSMCs, whereas this repressive epigenetic mark was not present at *CCL2* and *MMP2* promoters (Figure 5A). UNC treatment reduced global H3K9me2 levels 10-fold (Figure 5B) and potentiated the IL-1α response of H3K9me2 target genes at both the transcript and protein level (Figure 5C, D). This was most pronounced 6 hours after IL-1α stimulation for *IL6*, when expression peaked, whereas potentiation of *MMP3*, *MMP9*, and *MMP12* transcript levels by UNC was also observed 24 hours after stimulation (Figure 5C).

**Figure 5.**
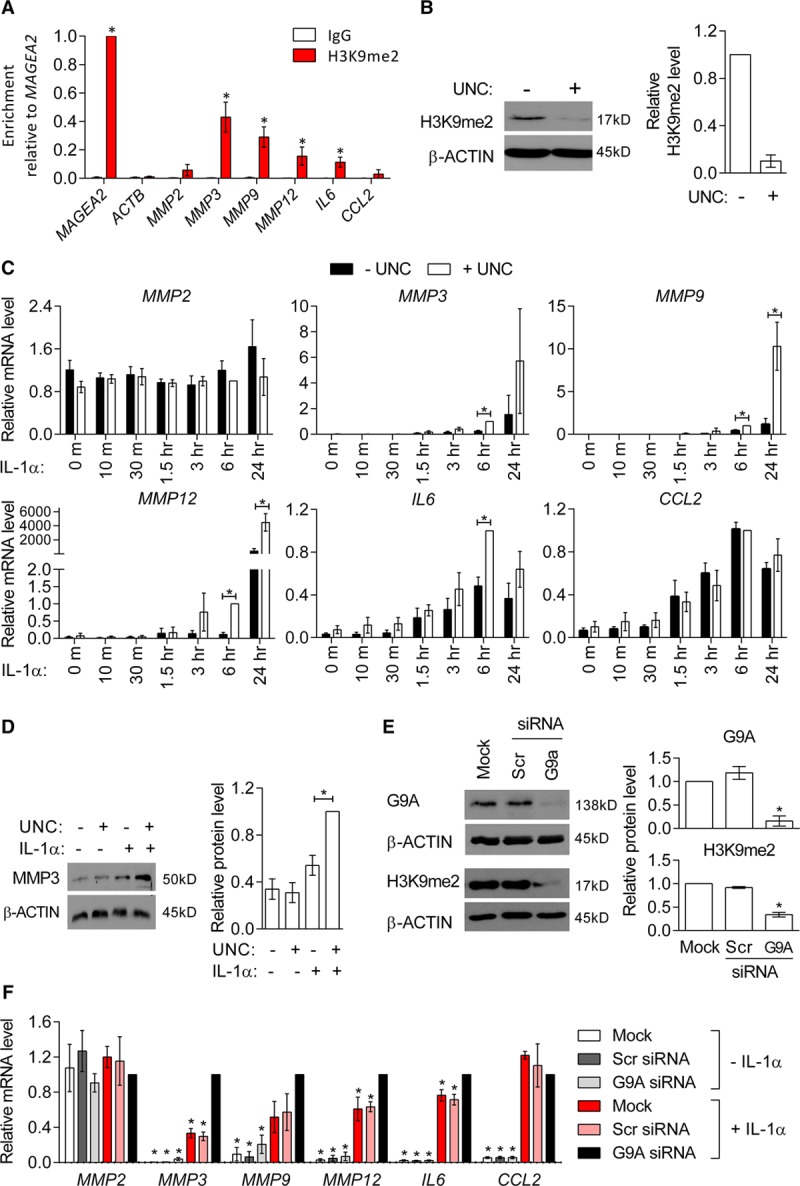
**Histone H3 lysine 9 dimethylation (H3K9me2)-mediated regulation of inflammation-associated genes is conserved in human aortic VSMCs (hVSMCs).** **A**, Chromatin immunoprecipitation-qPCR analysis in cultured hVSMCs, showing enrichment for H3K9me2 relative to *MAGEA2* (positive control) at *ACTB* (negative control) and *MMP2*, *MMP3*, *MMP9*, *IL6*, and *CCL2* promoters compared with signals for negative control IgG (immunoglobulin). Graph show mean±SEM of 6 experiments. *P<0.05 (Kruskal-Wallis, H3K9me2 enrichment compared with *ACTB*). **B**, Representative western blot and densitometric analysis of H3K9me2 levels in control (−UNC [UNC0638]) and UNC-treated (+UNC) cultured hVSMCs. Data (mean±SEM of 3 experiments) are shown relative to untreated cells and normalized to β-actin. **C**, RT-qPCR (reverse transcription with quantitative polymerase chain reaction) analysis of *MMP2*, *MMP3*, *MMP9*, *MMP12*, *IL6*, and *CCL2* in control hVSMCs and after IL-1α treatment for 10, 30 min, 1.5, 3, 6, or 24 h, without (−UNC, black bars) and with prior UNC treatment (+UNC, white bars). Data are relative to cells treated with UNC+IL-1α for 6 h and normalized to housekeeping genes (*HMBS* and *YWHAZ*). Graph show mean±SEM of 4 to 10 experiments. *P<0.05 (Kruskal-Wallis). **D**, Representative western blot and densitomeric analysis of MMP3 in control, UNC, IL-1α, and UNC+IL-1α-treated cultured hVSMCs. Mean±SEM of 3 experiments is shown relative to cells treated with UNC+IL-1α and normalized to β-actin. *P<0.05 (Kruskal-Wallis). **E**, Representative western blot and densitometric analysis of G9A and H3K9me2 levels in mock, scrambled (Scr) siRNA, and G9A siRNA transfected hVSMCs. Data are shown relative to mock-transfected hVSMCs and normalized to β-actin (mean±SEM of 4 experiments). *P<0.05 (Kruskal-Wallis, compared with Scr). **F**, RT-qPCR analysis of *MMP2*, *MMP3*, *MMP9*, *MMP12*, *IL6*, and *CCL2* in mock, Scr siRNA and G9A siRNA-transfected hVSMCs with and without IL-1α stimulation. Data (mean±SEM of 4 experiments) are relative to hVSMCs treated with G9A siRNA+IL-1α and normalized to housekeeping genes (*HPRT1* and *YWHAZ*). *P<0.05 (Kruskal-Wallis, compared with G9A siRNA+IL-1α). Each experiment used hVSMC isolates derived from different individuals.

To ensure that the observed changes in gene expression were because of specific effects of UNC, we used siRNA to silence the G9A subunit of the heterodimeric G9A/GLP H3K9-methyltransferase complex. G9A knockdown resulted in > 7.5-fold reduction in G9A protein levels, which lead to a 2.7-fold reduction in global H3K9me2 levels compared with scrambled siRNA-transfected cells (Figure 5E). G9A knockdown alone did not influence basal transcript levels but enhanced IL-1α-induced *MMP3, MMP9, MMP12* and *IL6* expression (Figure 5F). Consistent with the effect of UNC, siRNA-mediated G9A knockdown did not affect the expression of *MMP2* or the response of *CCL2* to IL-1α (Figure 5F).

### H3K9me2 Does Not Affect Inflammation-Induced Signal Transduction

In addition to their role as histone methyltransferases, G9A/GLP have nonhistone targets,^45^ which may influence protein stability,^46^ protein-protein interactions,^47,48^ and cellular signaling pathways.^45,49^ We therefore tested whether reducing G9A/GLP activity affects signaling cascades downstream of IL-1α (Figure VA in the online-only Data Supplement). Expression levels of the IL-1 receptor was modestly increased in IL-1α-treated hVSMCs but was not affected by UNC-mediated G9A/GLP inhibition (Figure VB in the online-only Data Supplement). Similar to IL-1α, TNF-α-mediated induction of H3K9me2 target genes *MMP3*, *MMP9*, *MMP12*, and *IL6* was also potentiated by UNC, whereas *MMP2* or *CCL2* expression was not affected (Figure VC in the online-only Data Supplement). This suggests that UNC acts downstream of receptor binding and affects a factor that is common to TNF-α and IL-1α signaling such as NFκB and MAPK-mediated activation of the AP-1 transcription factor (Figure VA in the online-only Data Supplement). Binding of NFκB and AP-1 transcription factors to a number of MMP and proinflammatory cytokine promoters, including *MMP3*^50-52^, *MMP9*^51^, *MMP12*,^51^ and *IL6*^53^, has been reported as necessary to induce their expression.

To investigate whether G9A/GLP regulates inflammation-induced NFκB activity, we analyzed regulation of the p65 subunit, which contains the transactivation domain necessary for gene induction.^54^ Compared with untreated control cells, p65 levels (Figure VI A in the online-only Data Supplement) were unchanged in hVSMCs treated with UNC±IL-1α. UNC treatment neither affected the nuclear-to-cytoplasmic ratio of p65 at basal conditions nor its nuclear translocation in response to IL-1α or TNF-α stimulation (Figure VI in the online-only Data Supplement). These results suggest that potentiation of IL-1α/TNF-α-induced *IL6* and *MMP* expression by UNC is not because of increased upstream NFκB signaling.

Inflammatory cytokines induce phosphorylation of MAPKs at specific residues, which ultimately leads to phosphorylation of AP-1 subunits, such as cJUN.^55–57^ Western blotting showed that neither timing nor levels of phosphorylated JNK (cJUN N-terminal kinase), ERK (extracellular regulating kinase) 1/2, and p38 kinase (p38) were affected by UNC treatment before IL-1α stimulation (Figure VII in the online-only Data Supplement), suggesting that G9A/GLP inhibition does not influence MAPK activation.

### H3K9me2 Attenuates NFκB and AP-1 Binding to Inflammation-Responsive Target Gene Promoters

Binding sites for NFκB and AP-1 and IL-1-responsive elements have been reported within 2 kb of the transcriptional start site of *MMP3*, *IL6, and CCL2* (Figure 6A).^50–53,58^ To investigate whether H3K9me2 affects transcription factor binding at target gene promoters, we performed ChIP for p65 (NFκB) and cJUN (AP-1) in hVSMCs treated with IL-1α and UNC. Compared with the *ACTB* negative control locus, p65 was enriched at the *IL6* and *CCL2* gene promoters in untreated cells. At the *IL6* locus, p65 binding was increased by IL-1α stimulation, and this was significantly enhanced by UNC pretreatment (Figure 6B). Increased p65 binding in UNC-treated cells correlated with reduced H3K9me2, suggesting that H3K9me2 at the *IL6* locus prevents NFκB binding to its cognate sequence. In contrast, the enrichment of p65 at *CCL2*, which is not a H3K9me2 target (Figure 5A), was unaffected by inhibition of G9A/GLP (Figure 6B).

**Figure 6.**
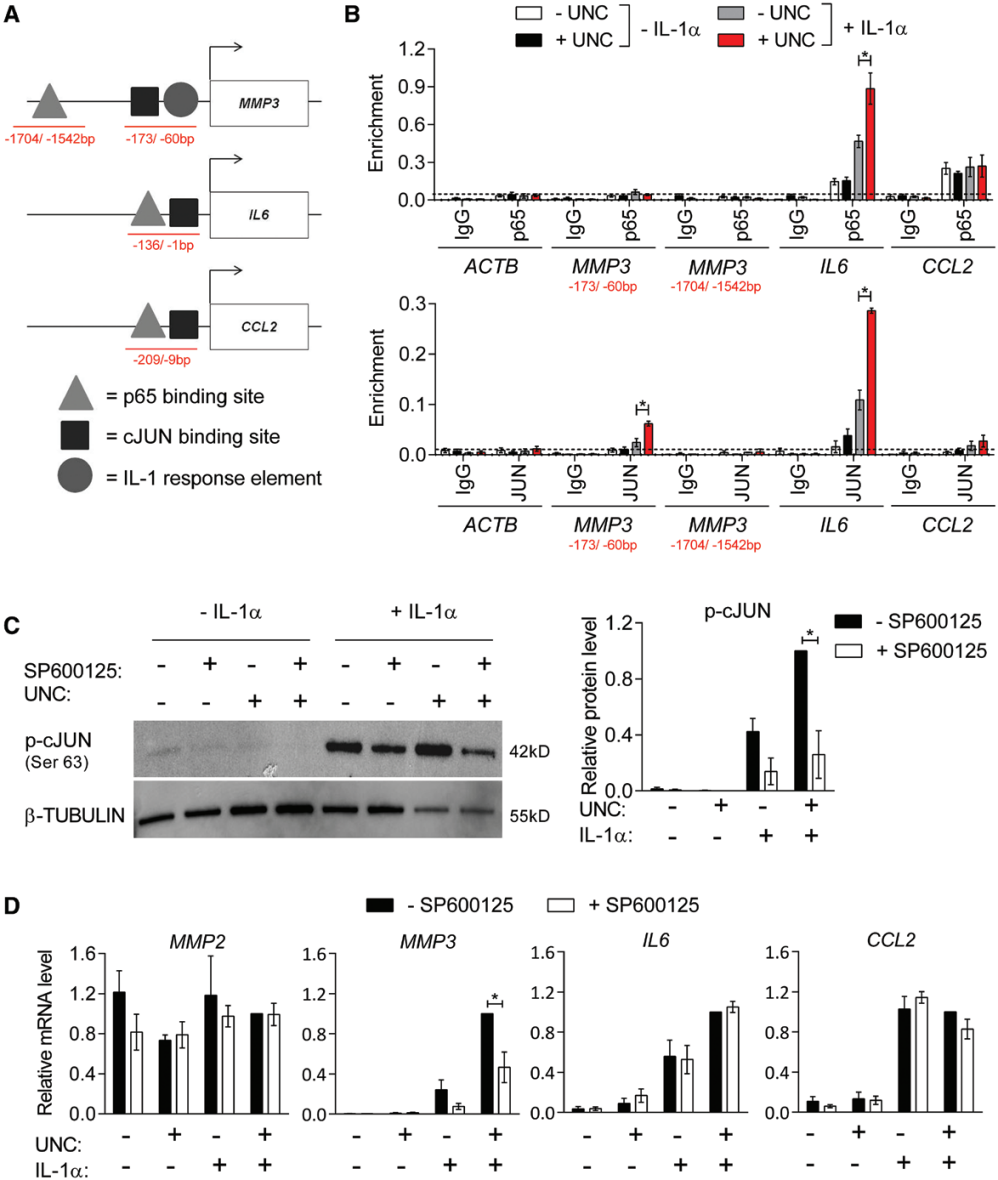
**IL (interleukin)-1α-induced binding of p65 and cJUN at histone H3 lysine 9 dimethylation (H3K9me2)-target genes is enhanced by G9A/GLP (G9A-like protein) inhibition.** **A**, Schematic indicating positions of reported p65 and cJUN binding sites and an IL-1-responsive element at the *MMP3* (Borghaei et al, Clark et al, Quinones et al),^41–43^ *IL6* (Gomard et al),^44^ and *CCL2* (Sutcliffe et al)^49^ promoters. Red lines indicate chromatin immunoprecipitation (ChIP)-qPCR amplicons. **B**, ChIP-qPCR analysis of p65 and cJUN binding relative to input in untreated control (white bars), UNC (UNC0638; black), IL-1α (gray), and UNC+IL-1α-treated human aortic VSMCs (hVSMCs; red) showing enrichment levels at the reported binding sites within the *MMP3*, *IL6*, and *CCL2* promoters and the *ACTB* negative control locus compared with negative control IgG (immunoglobulin). Background levels of p65 binding, indicated by a line, are based on enrichment at *ACTB*. Graph shows mean±SEM of 4 experiments. **C**, Representative western blot and densitometric analysis p-cJUN (Ser63) in untreated control hVSMCs and cells stimulated with IL-1α, without and with prior treatment with UNC and SP600125 for 48 h. Data (mean±SEM of 4 experiments) are relative to +UNC+IL-1α-SP600125 and normalized to β-TUBULIN levels. **D**, RT-qPCR (reverse transcription with quantitative polymerase chain reaction) analysis of *MMP2*, *MMP3*, *IL6*, and *CCL2* in control and IL-1α-treated hVSMCs, without and with prior UNC and/or SP600125 treatment. Data (mean±SEM of 4 experiments) are relative to +UNC+IL-1α−SP600125 and normalized to the average of 2 housekeeping genes (*HPRT1* and *YWHAZ*). Each experiment used hVSMCs derived from different individuals; *P<0.05 (Kruskal-Wallis).

Notably, p65 enrichment was not detected at the reported IL-1-responsive element in the proximal *MMP3* promoter,^51,52^ nor at a reported NFκB site 1.5 kb upstream of the transcriptional start site,^50^ irrespective of cell stimulation (Figure 6B). In contrast, binding of the AP-1 subunit cJUN was detected at both *IL6* and *MMP3* promoters on IL-1α stimulation, and cJUN enrichment was significantly increased by UNC-mediated H3K9me2 depletion (Figure 6B). No cJUN binding was observed at the *CCL2* promoter under any condition (Figure 6B).

To explore the impact of differences in transcription factor binding at the *MMP3* and *IL6* loci, we measured the sensitivity of IL-1α-induced transcription to inhibition of JNK (SP600125^59^), the primary MAPK responsible for cJUN phosphorylation at Ser63.^60^ Treatment with SP600125 significantly reduced IL-1α-induced p-cJUN levels (3.9-fold to 4.7-fold; Figure 6C). Interestingly, G9A/GLP inhibition caused a modest (2-fold) increase in p-cJUN in hVSMCs stimulated with IL-1α, despite not affecting the levels of phosphorylated MAPKs (Figure 6C; Figure VII in the online-only Data Supplement) or total cJUN (Figure VII in the online-only Data Supplement). Reduced levels of p-cJUN in SP600125-treated cells selectively affected *MMP3* gene expression resulting in an attenuated induction by IL-1α, whereas IL-1α-induced *IL6* and *CCL2* expression was not affected by JNK inhibition (Figure 6D). These results suggest that JNK-mediated cJUN phosphorylation is necessary for IL-1α-induced expression of *MMP3* but not required for activation of the NFκB target *IL6*.

Taken together, these findings suggest that H3K9me2 acts directly at the *MMP3* and *IL6* promoter to restrain IL-1α-induced upregulation by inhibiting NFκB (p65) and AP-1 (cJUN) transcription factor binding and demonstrates that inflammation-induced expression of *MMP3*, *IL6*, and *CCL2* are regulated via different mechanisms.

## Discussion

We here demonstrate an evolutionary conserved role of H3K9me2 in regulating the proinflammatory VSMC phenotype associated with vascular disease and identify a subset of inflammation-responsive genes, including *MMP3*, *MMP9*, *MMP12*, and *IL6*, as direct H3K9me2 targets in VSMCs. We show that loss of H3K9me2 increases binding of inflammation-induced transcription factors and increases expression of these *MMP* and proinflammatory VSMC genes in response to inflammatory stimuli both in vitro and in vivo. This functional role of H3K9me2 suggests that this epigenetic mark acts to restrain inflammation-induced, CVD-associated gene expression in VSMCs. It is therefore tempting to speculate that the reduced H3K9me2 levels we observed in atherosclerosis and after injury is required to elicit VSMC inflammatory activation and vascular remodeling. Increasing H3K9me2 levels by stimulating G9A/GLP activity or inhibiting H3K9me2-specific demethylases (eg, KDM3A) might therefore be a strategy for therapeutic targeting in CVD.

The global loss of H3K9me2 in VSMCs from atherosclerotic lesions and in arteries undergoing remodeling after vascular injury is consistent with the reported H3K9me2 reduction in atherosclerotic plaques from patients compared with healthy human arteries.^22^ Our analysis of lineage traced VSMCs supports the observation that αSMA-positive plaque cells have lower H3K9me2 levels^61^ and further indicates that this epigenetic mark is also reduced in VSMC-derived cells within the lesion core, that do not express contractile markers.

H3K9me2-mediated regulation of inflammation-induced genes in VSMCs might also explain the accelerated neointima formation following vascular injury previously detected in diabetic rats when H3K9me2 levels were reduced by overexpression of KDM3A, a H3K9me2-specific demethylase.^62,63^ VSMCs from diabetic patients also display reduced levels of H3K9me2 compared with nondiabetic controls, and KDM3A is induced by high insulin levels.^62,64^ Therefore, dysregulation of H3K9me2 might contribute to diabetes-associated vascular complications.

An inverse correlation between H3K9me2 occupancy at *MMP* and other inflammatory gene promoters and their expression has also been reported in other cell types.^24–27^ For example, H3K9me2 depletion at the *Mmp9* promoter correlates with elevated *Mmp9* expression in retinal endothelial cells from diabetic rats compared with controls.^27^ Similarly, solar-stimulated UV radiation induces loss of H3K9me2 at the *MMP3* promoter in primary human dermal fibroblasts, correlating with enhanced *MMP3* mRNA levels.^25^ In addition, genetic ablation or pharmacological inhibition of G9A/GLP stimulates the expression of inflammatory genes in mouse embryonic fibroblasts.^24^ Similar to our findings in VSMCs, reduction of H3K9me2 levels in fibroblasts potentiates poly(I:C)-induced upregulation of inflammatory genes.^24^ Moreover, G9A-deficient flies are hypersensitive to RNA virus infection and succumb faster to infection than wild-type controls.^28^ These observations suggest that G9A/GLP represents an evolutionarily conserved mechanism to control genes involved in processes that require tight and dynamic regulation—such as the inflammatory response—in a variety of cell types.

We demonstrate increased binding of AP-1 and NFκB specifically at H3K9me2 target genes on reduction of H3K9me2 levels following G9A/GLP inhibition (see Graphical Abstract). In contrast, inhibition of G9A/GLP did not affect IL-1α/TNF-α-induced activation of upstream signaling, including p65 activation and phosphorylation of p38, JNK, and ERK1/2. MAPKs can phosphorylate substrates once bound to chromatin.^65^ We propose that the 2-fold increase in p-cJUN in IL-1α-stimulated cells after G9A/GLP inhibition could be because of increased phosphorylation efficiency of chromatin-associated cJUN, which potentiates transactivation.^66,67^ Alternatively, G9A/GLP might regulate an as-yet-unidentified cJUN phosphatase.^66^ Regardless, our data demonstrate that key inflammation-induced genes have distinct regulatory mechanisms in VSMCs. Non-H3K9me2 targets such as *CCL2* display transcription factor binding at basal levels resulting in rapid induction upon stimulation. In contrast, H3K9me2 target gene induction is delayed in a context-specific manner, which could depend on both specific transcription factor usage and locus-specific chromatin regulation.

In conclusion, our data implicate H3K9me2 as a functional epigenetic regulator of the VSMC inflammatory response. We propose that H3K9me2 acts to prevent spurious induction of CVD-associated proinflammatory genes, including *MMPs* and *IL6*. Differential transcriptional regulation of selective *MMPs* and other inflammation-induced genes could be leveraged for developing more specific drugs for future clinical use.

## Acknowledgments

We thank the Cambridge Statistics Clinic (Department of Statistics) for advise on statistical analysis, Mikhail Spivakov for advise on chromatin immunoprecipitation-seq data analysis, Gregory Strachan and the Wellcome Trust-Medical Research Council, Institute of Metabolic Science, Metabolic Research Laboratories, Imaging core (Wellcome Trust Major Award [208363/Z/17/Z]) for technical assistance, the Cambridge National Institute for Health Research Biomedical Research Centre Cell Phenotyping Hub for cell sorting and all members of the Jørgensen group for helpful discussions.

## Sources of Funding

J.L. Harman was funded by a British Heart Foundation (BHF) studentship (FS/15/38/31516); L. Dobnikar was funded by a BBSRC DTP studentship; J. Chappell was funded by the BHF Centre for Cardiovascular Research Excellence (RE/13/6/30180); B.G. Stokell was funded by a studentship from the Cantab Capital Institute for the Mathematics of Information. K. Foote was funded by the BHF PG/16/63/32307; A. Finigan and A. Uryga were funded by the BHF RG/13/14/30314. A.L. Taylor was funded by BHF studentship (FS/15/62/32032). M.R. Bennett and H.F. Jørgensen were supported by the BHF (CH/2000003), the Oxbridge BHF Centre for Regenerative Medicine (RM/13/3/30159, RM/17/2/33380), the BHF Centre for Cardiovascular Research Excellence (RE/13/6/30180), and the National Institute for Health Research Cambridge Biomedical Research Center.

## Disclosures

None.

## Supplementary Material

How the deposited data were processed for this re-analysis (not part of the article)

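The data are H3K9me2 ChIP-seq libraries from the aortic medial layer of male C57Bl/6J mice, from 2 experiments numbered v102 and v134, each with 1 ChIP and 1 input library. The authors trimmed the reads with Cutadapt, aligned them to GRCm38 with Bowtie2 and counted reads within 1 kb of each transcription start site with SeqMonk. They deposited raw counts for each of the 4 libraries, the summed counts and the ratio of summed ChIP to summed input reads. The deposited ratio is not scaled for library size. All 26354 promoters of the table have at least 21 summed input reads. The annotation release and the treatment of duplicate reads are not named in the text of the paper, so positions and GC content were taken from GENCODE for GRCm38, in which 22329 of the 26354 symbols (84.7%) match 1 gene. A match of the symbol does not establish that the authors used the same start site. Windows of 17.5% of the matched autosomal and X promoters overlap the window of another promoter, so those promoters share reads.

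From the deposited counts, the log2 ratio of ChIP to input reads, each scaled by its library's total over the promoters, was computed in each experiment with a pseudocount of 1 read, and the mean of the 2 experiments was ranked. The promoter totals are the sums over the table and are not library depths. At the median promoter there were 4 and 5 ChIP reads, so precision at single promoters is low. Wilson intervals at 95% were computed for the ratio from the share of ChIP reads among ChIP and input reads, and they cover counting error only, since reads without molecular identifiers are not independent molecules. ChIP and input counts were compared with edgeR 4.0.16 (R 4.3.3) by the quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment, and with DESeq2 1.42.0 as an alternative. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. These tests rest on 2 libraries against 2. The edgeR test was tested on simulated counts with 200 changed promoters and a dispersion of 0.02, against an estimated common dispersion of 0.0141 in the data. It called 98% of 50 promoters raised 4-fold and 12% of 50 raised 2-fold. Of those lowered, it called 14% of 50 at 0.25 of their level and none of 50 at 0.5. It also called 5 of 13793 unchanged promoters. In the data the test called 2446 promoters above and 1678 below input, far more than the 200 changed in the simulation. The adjusted p depends on that share, so these percentages do not give the power in the data. Raised and lowered promoters were equal in number, so the scaling was not tested either.

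The plan made before the data were examined read the authors' minimum of 20 input reads as a minimum in each input, which 13993 promoters pass. Mmp3, Mmp9 and Mmp12 do not pass it, and the table shows that the authors applied the minimum to the summed input. The counts of promoters, the comparison of the experiments and the gene lists use the planned minimum, and single promoters are ranked and tested under the minimum on the summed input, which was among the alternatives set at the same time. The promoters named in the text are those of every mouse gene that the main text of the paper names. Also named are the 5 with the highest mean log2 ratio among promoters past the planned minimum and in the top quartile of both experiments. Other Mmp promoters and gene families in the closing section were named because their lists were written beforehand or, for single promoters, after their values were seen.

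The paper states that each ChIP has its associated input, so the experiment number pairs the libraries. The difference between the 2 ChIP libraries and the difference between the 2 input libraries had a correlation of 0.129 across promoters. The 2 ChIP libraries differed by more than sampling noise (chi-square per degree of freedom 1.52 without mitochondrial promoters), as did the 2 input libraries (1.28). Reads that are copies of 1 fragment could also raise these values, so they do not exclude a repeat of 1 library. That the 2 experiments are independent rests on the paper's statement. Gene lists were compared with 10000 random lists of the same size matched on input reads. The trend of the ratio with GC content was removed with a lowess fit (fraction 0.3) to promoters outside the olfactory, vomeronasal, keratin-associated and beta-defensin families. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used. The expression values and the list of arteriosclerosis-associated genes were not used here, and neither the correlation with expression nor that list was recomputed.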

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

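The tests of low input reads and of shared reads below, and the comparison of summed reads in the Mmp cluster, were chosen after the values they use had been seen. The tests of GC content were set before their results were seen.

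Promoters of 4 gene families that the paper does not discuss had high H3K9me2/input ratios, above the range of random lists. Among promoters with at least 20 reads in each input, the median percentile was 95.3 for 245 olfactory receptor promoters, 93.0 for 35 vomeronasal receptor promoters, 93.7 for 9 keratin-associated protein promoters and 92.3 for 16 beta-defensin promoters. Few input reads at single promoters do not account for the receptor families: pooled over their 1220 promoters, the ratio of ChIP to input reads was 3.10 times that of all other promoters, mitochondrial ones left out. Receptor promoters are GC-poor, with a median GC content of 36.5% compared with 50.9% over all promoters. After removal of the trend with GC content, the median percentile among promoters with at least 20 reads in each input fell from 95.3 to 80.5 for the olfactory, from 93.0 to 71.5 for the vomeronasal, from 93.7 to 86.2 for the keratin-associated and from 92.3 to 83.2 for the beta-defensin list. On the summed inputs it fell from 92.6 to 78.1 and from 90.4 to 72.0 for the receptor lists, to 77.3 for both joined, and from 89.4 to 87.7 and from 89.5 to 82.8 for the keratin-associated and beta-defensin lists. Each list stayed above the range of random lists, but the vomeronasal list fell below the limit of 75 set for the test, so GC content accounts for part of the difference, and for more of it at the receptor lists than at the others. Reads shared between paralogs stay open: summed input reads at receptor promoters were 0.860 times those elsewhere, which GC-poor sequence or the loss of ambiguous reads could each give. A bias of the ChIP libraries alone was not tested, and no biological explanation was tested, since the samples hold 1 tissue and no expression values.

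Some Mmp promoters on chromosome 9 that the main text of the paper does not name were also in the top quartile of both experiments. They were also above input by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Whether the paper's supplementary gene list holds them was not checked. The deposited ratio was 0.822 at Mmp13, 0.829 at Mmp1b, 0.636 at Mmp1a, 0.860 at Mmp10 and 0.481 at Mmp20. The cluster holds 10 Mmp promoters over 420 kb, of which 7 passed both criteria, compared with 1 of 13 Mmp promoters elsewhere in the top quartile of both experiments, which is Mmp9. Mmp8, Mmp7 and Mmp27, within the same region, had ratios of 0.145, 0.226 and 0.315, below the 75th percentile. Few reads at single promoters do not account for the pattern: pooled over the 8 cluster promoters other than Mmp3 and Mmp12, the ratio of ChIP to input reads was 1.95 times that of all other promoters, mitochondrial ones left out. After removal of the GC trend, the median percentile of these 8 promoters was 79.4. Mmp13, Mmp1b, Mmp1a and Mmp10 were between 85.3 and 92.6, while Mmp20 fell to 73.6, outside the top quartile, Mmp27 to 42.7, Mmp7 to 39.2 and Mmp8 to 24.7. A hypothesis is that H3K9me2 covers part of the cluster as a domain and not single promoters, which may also apply to Mmp3 and Mmp12. Counts between promoters were not used here, so this was not tested.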

How the results depend on the processing

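The alternatives were set before the data were examined, except the removal of mitochondrial promoters, the GC correction of Mmp and list percentiles, and the lists on the summed inputs without each replicate.

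The number of promoters above input was 2446 with at least 20 reads in each input. With the minimum on the summed inputs or no minimum it was 4902, where more promoters are tested. All deposited promoters pass the minimum on the summed inputs, so these settings hold the same promoters, here and below. Promoters under that minimum were not available. The number above input was 15 with at least 50 reads in each input, where 41 promoters remain. The number below input, 1678, was 4484 on the summed inputs or with no minimum and 24 with at least 50 reads. With the experiment number as a block, which pairs each ChIP with its input, 2149 promoters were above and 917 below input, of which 2118 and 916 were among those called without the block. On the summed inputs the block left Mmp3, Mmp9 and Mmp12 on the same side of 0.05. DESeq2 called 1695 above and 26 below input and left 10580 adjusted p-values undefined. Without TMM normalization 2686 were below and 1972 above, so that 42.3% of calls were above input instead of 59.3%. The number of promoters below input therefore depends on scaling and on the block. The DESeq2 number holds only promoters with a defined adjusted p, so it is not a like count. Any other cause was not tested. Leaving out a replicate leaves 1 library in each arm, so the edgeR test was not run without each replicate.

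The 75th percentile of the mean log2 ratio was 0.29, and moved to 0.66 on the summed inputs or with no minimum, 1.55 with at least 50 reads in each input, 0.65 with a pseudocount of 5 reads, 0.17 without a pseudocount, 0.26 on autosomes, 0.23 from summed reads and 0.54 after removal of the GC trend. It was 0.36 to 0.38 across the 2 fits that each left out one replicate. The cause was not tested. Of the promoters in the top quartile, 74.3% of those with a GC value stayed in it after the GC correction.

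All 3 of Mmp3, Mmp9 and Mmp12 were in the top quartile under the other alternatives, with 3 exceptions. After the GC correction 2 were (Mmp3 at percentile 72.8), in the top 10% there was 1 (Mmp12), and against the 41 promoters with at least 50 input reads 1, where so few and mostly mitochondrial promoters make the rank uninformative. Over 6 settings the adjusted p ranged from 0.00235 to 0.0719 at Mmp3, from 0.0319 to 0.209 at Mmp9 and from 1.21e-06 to 0.00654 at Mmp12. Mmp9 passed 0.05 on autosomes only, a setting that raised the median log2 fold change of all promoters by 0.168.

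Spearman's rho between the experiments, 0.650, was 0.689 on the summed inputs or with no minimum, 0.849 with at least 50 reads, 0.619 with a pseudocount of 5 reads and 0.640 on autosomes. The cause was not tested. The number of gene lists outside the random range, 5, stayed within 1.5 times under each alternative run, and no list went from one side of the random range to the other. On the summed inputs or with no minimum, ribosomal protein genes (35.7) and Hox genes (35.2) also fell below the range. On the summed inputs, ribosomal protein genes were within the range without replicate v102 (42.3) but below it without replicate v134 (33.2). Hox genes were within it without replicate v134 (43.2) but below it without replicate v102 (33.7). After removal of the GC trend both lists were within it (37.7 and 41.3). The contractile VSMC list, at a median percentile of 18.7 from 12 promoters, was within the random range without replicate v102 (26.1) and without replicate v134 (33.6), but below it over 20 promoters on the summed inputs without each replicate in turn (27.0 and 21.3). With at least 50 reads in each input too few promoters remained to compare lists.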

Other observations

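The tests of Il6, of the X chromosome, of random error and of GC bias, and the lists on the summed inputs without each replicate, were chosen after the values they use had been seen.

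Il6, Ccl2 and Mmp2 were measured by the paper with ChIP-qPCR in other samples. With that assay the paper reports enrichment at Il6 in the aortic media of vehicle-treated mice. In cultured mouse VSMCs it reports none at Il6 or Ccl2. The ChIP-qPCR sets a locus beside Actb and an IgG control, and not among all promoters. The rank of Il6 given here is therefore another measure, and it does not place Il6 among promoters with a high ratio. In these ChIP-seq libraries the deposited ratio was 0.132 at Il6, 0.151 at Ccl2 and 0.137 at Mmp2, compared with 0.0119 at Actb, 0.455 at Magea2 and 0.730 at Ptprc. The ratio at Il6 was 11.1 times that at Actb and 0.246 times that at Mmp3 (Fisher's exact test on summed reads, two-sided, adjusted p = 0.0178 and 0.00876 over 6 comparisons), a test that covers counting error only and not the variation between experiments. Il6 was at 0.877 times the ratio of Ccl2. The Il6 interval, 0.0612 to 0.285, includes the Ccl2 ratio, so Il6 was not distinguishable from Ccl2. Counting error does not place Il6 in the top quartile, since the upper limit of its interval was 0.285, below 0.343. The interval does include the median promoter, 0.162, so Il6 is not distinguishable from it at this depth. Actb had 1 ChIP read in both experiments together, and 97.8% of promoters had a higher ratio.

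The main text of the paper names 22 genes that have a promoter in the table. Of these 22 genes, 10 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, 3 above input (Mmp3, Mmp12 and Ptprc) and 7 below. Adjusted over the list alone, 11 did, with Mmp9 at 0.0484. The paper chose Mmp3, Mmp9 and Mmp12 on these libraries, so the second count is not independent evidence. Over all 26354 promoters, 4484 were below input without a block, 2187 with the experiment number as a block and 27 by DESeq2. The count of 7 below input may therefore be lower under those settings. The DESeq2 number holds only promoters with a defined adjusted p. DESeq2 gave an adjusted p of 0.0719 at Mmp3. The 5 promoters with the highest mean log2 ratio under the rule were Cyp2b23, Cd209d, AC153908.1, Mir3964 and Olfr414, with deposited ratios of 1.72, 1.70, 1.58, 1.65 and 1.61.

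The ratio fell with promoter GC content, with a Spearman rho of -0.549 across promoters, -0.480 in experiment v102 and -0.535 in experiment v134. Random error does not account for a trend found in both experiments. The lowest GC decile had 4.55 and 8.37 times the ChIP reads of the highest in experiments v102 and v134. For input reads it had 0.864 times in v102, 1.16 times in v134 and 1.05 times in the sum. A bias of equal size in both libraries would cancel in the ratio, and the input reads do not measure a bias of the ChIP libraries. Such a bias and a higher level of the mark at GC-poor promoters therefore both stay open.

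Promoters 100 to 300 kb apart on autosomes had similar ratios, with a correlation of 0.368. It was 0.140 after removal of the GC trend and 0.196 without the receptor, keratin-associated and defensin families, so neither alone accounts for it. With both removed it was 0.0908, so at this distance GC content and the families together cannot be told apart from the whole cause, as the value lies near the limit of 0.1 set for the test. At 10 to 30 kb the correlation with both removed was 0.243. A hypothesis is that the mark extends beyond single promoters, which may be tested with counts between promoters, not used here.

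Of the remaining lists, the contractile VSMC genes had a median percentile of 18.7 over 12 promoters, lower than in all but 0.48% of random lists; they were listed because VSMCs express them. Over these 12 promoters the list was within the random range without replicate v102 (26.1) and without replicate v134 (33.6). Over all 20 promoters on the summed inputs it was at 16.8, and below the random range also without replicate v102 (27.0, where the range began at 27.7) and without replicate v134 (21.3). After removal of the GC trend it was at 14.5 over the 20 promoters, 20.8 without replicate v102 and 19.9 without replicate v134, each below the range. Ribosomal protein genes were at 39.7, Hox genes at 38.2, housekeeping genes at 54.3, Mmp genes at 41.4, chemokine genes at 63.6 and interleukin genes at 56.4, each within the random range. The Mmp value rests on 9 promoters and was 26.3 without replicate v102, 74.2 without replicate v134 and 64.2 over 23 promoters on the summed inputs, so it gives no direction. The housekeeping value rests on 6 promoters and was 32.9 over 20 promoters on the summed inputs, where the random range began at 29.5. The 3 Magea promoters had too few input reads, and on the summed inputs their median was 82.6.

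Promoters on the X chromosome had 0.517 times the summed input reads of autosomal promoters, which is consistent with 1 copy of the X chromosome in male mice. Of protein-coding genes, 60.3% on the X chromosome and 83.6% on autosomes have a promoter in the table. Whether the missing genes fell under the minimum on input reads or differ in symbol or annotation was not tested.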
